# Hedgehog signaling regulates osteoblast differentiation in zebrafish larvae through modulation of autophagy

**DOI:** 10.1242/bio.040840

**Published:** 2019-04-16

**Authors:** Zhanying Hu, Bo Chen, Qiong Zhao

**Keywords:** Zebrafish, Autophagy, Hh signaling, Osteoblast, *atg5*, Mineralization, *Gli2*, *Ptch1*, *SHH*, BMP2

## Abstract

Impaired osteoblast differentiation may result in bone metabolic diseases such as osteoporosis. It was reported recently that hedgehog (Hh) signaling and autophagy are two important regulators of bone differentiation. In order to further dissect their relationship in bone development, we used a zebrafish larvae model to investigate how disruption of one of these signals affects the function of the other and impacts osteoblast differentiation. Our results showed that activation of Hh signaling negatively regulated autophagy. However, suppression of autophagy by knocking down *atg5* expression did not alter Hh signaling, but dramatically upregulated the expression of osteoblast-related genes and increased bone mineralization, especially in the den region. On the contrary, inhibition of the Hh signaling pathway by cyclopamine treatment suppressed the expression of osteoblast-related genes and decreased bone mineralization. In agreement with these findings, blocking Hh signaling through knockdown *SHH* and *Gli2* genes led to defective osteoblast differentiation, while promoting Hh signaling by knockdown *Ptch1* was beneficial to osteoblast differentiation. Our results thus support that activation of the Hh signaling pathway negatively regulates autophagy and consequentially promotes osteoblast differentiation. On the contrary, induction of autophagy inhibits osteoblast differentiation. Our work reveals the mechanism underlying Hh signaling pathway regulation of bone development.

## Abstract (precis)

**Summary:** Our report of an essential regulation role of hedgehog signaling and autophagy on osteoblast differentiation may contribute to research on bone development biology, hedgehog signaling and the autophagy pathway.

## INTRODUCTION

Osteoblasts are responsible for bone formation, and impaired osteoblast development leads to serious bone diseases such as osteoporosis (Edsall and Franz-Odendaal, 2010). Zinc finger-containing transcription factor Osterix (Sp7) is the main regulator of osteoblastgenesis. Loss of Sp7 leads to delay of bone maturation and dysregulates bone formation (Li et al., 2009; Nakashima et al., 2002; Kague et al., 2016). Bone morphogenetic protein 2 (BMP2) is another positive regulator, which stimulates osteoblast differentiation, maturation and osteoblast growth (Zhao et al., 2017; Kuo et al., 2006).

Autophagy is an intracellular degradation system, and is responsible for degrading and recycling aggregated proteins, damaged organelles, misfolded proteins and long-lived proteins (Hocking et al., 2012; Mizushima, 2007). During osteoblast differentiation, rapid synthesis of bone-matrix protein results in accumulation of misfolded proteins, and high autophagy activity is thus required for their removal (Hocking et al., 2012). Autophagy also plays a regulatory role in osteoblast formation and differentiation, although both inhibitory and promoting effects on osteoblast differentiation were observed in different experimental systems. For instance, pneumolysin-induced autophagy inhibited osteoblast differentiation, and treatment with autophagy inhibitors or knockdown of *atg5* alleviated the PLY-induced inhibition of differentiation (Kim et al., 2017). Stimulation of autophagy promoted osteoblast differentiation, and suppression of autophagy inhibited osteoblast terminal differentiation in mice (Ha et al., 2014; Liu et al., 2013). Moreover, inhibition of autophagy by depletion of Atg7 in the osteoblast lineage led to low bone mass and fractures associated with reduced numbers of osteoblasts (Piemontese et al., 2016). Promoting autophagy level by the mTOR pathway inhibited osteoblast apoptosis (Yang et al., 2013).

The hedgehog (Hh) signaling pathways, mediated by sonic hedgehog (Shh) and Indian hedgehog (Ihh), are recognized as indispensable regulators for osteoblast differentiation and morphological transition. Specifically, the transmembrane receptor Patched (Ptch1) binding to a secreted ligand initiates Hh signaling, whereas unliganded Ptch1, as a negative regulator of Hh signaling, inhibits the activity of the membrane protein Smoothened (Smo), which regulates downstream Gli transcriptional effectors. Among three Gli proteins, Gli2 is a very important activator for the Hh signaling pathway (Hui and Angers, 2011; Cohen et al., 2015; Sasaki et al., 1997). Activation of both Hh signaling pathways could positively regulate osteoblast differentiation. Shh promotes interactions between epidermal cells and osteoblast progenitors, which affect the shape of regenerated zebrafish bone. Ihh regulates the function of bone morphogenetic protein and further affects chondrocyte and osteoblast differentiation through Gli2 transcription factors. Ihh signaling modulates bone shaping during early morphogenesis of zebrafish craniofacial skeleton (Armstrong et al., 2017; Cai and Liu, 2016; Hojo et al., 2013; Huycke et al., 2012; Marumoto et al., 2017). Although mature osteoblasts were still in long bones of the Ihh deficient mutant mice limbs, growth plate formation was completely lost (Amano et al., 2015). Purmorphamine and other new Hh agonists triggered the Hh signaling pathway in hMSCs, resulting in an increase of osteoblast differentiation (Oliveira et al., 2012; Nakamura et al., 2015). Cyclopamine (cyA), an inhibitor of Hh signaling, decreased bone mass in adult mice (Ohba et al., 2008). However, another study showed that constitutive activation of Hh signaling impaired bone formation in mice (Joeng and Long, 2013).

Interestingly, accumulating evidence suggests that the Hh signaling pathway cross-talks with autophagy pathway. For example, Hh signaling inhibited formation of autophagosome both in basal level and in autophagy-induced conditions (Jimenez-Sanchez et al., 2012). In pancreatic cancer cells and breast cancer cells, activation of Hh signaling inhibits autophagy, while inhibition of Hh signaling promotes autophagy (Xu et al., 2014; Wang et al., 2017). In the Shh intestinal epithelial conditional knockout mouse model, autophagic levels decreased significantly in hippocampal neurons and vascular smooth muscle cells, indicating that the Shh signaling pathway may be involved in autophagy (Gagné-Sansfaçon et al., 2014; Petralia et al., 2013; Li et al., 2012). These findings inspired us to speculate that the Hh signaling and authophagy pathways, two important regulatory pathways of osteoblast development, may coordinate to regulate osteoblast differentiation. We therefore set out to investigate the interaction between Hh signaling and autophagy pathways and their impacts on bone development in zebrafish larvae.

As an animal model of bone development, *Danio rerio* (zebrafish) has a high similarity with human in bone architecture, bone cell types (osteoblasts and osteoclasts) and matrix proteins (Pasqualetti et al., 2012). Type X collagen (col10a1), a molecular marker of bone tissue, is expressed in both endochondral and intramembranous bones of zebrafish. Kim and colleagues established a col10a1:GFP transgenic zebrafish line that specifically expresses GFP in osteoblasts. This transgenic zebrafish is a useful tool for investigating osteoblast formation and differentiation (Avaron et al., 2006; Kim et al., 2013). In recent years, several reports have shown that Hh signaling promotes osteoblast differentiation in the zebrafish regeneration model (Armstrong et al., 2017; Paul et al., 2016; Blum and Begemann, 2015), however, how the Hh signaling pathway regulates the osteoblasts’ differentiation in zebrafish larvae remains to be investigated. Using the zebrafish model, we demonstrate that the Hh signaling pathway suppresses autophagy, whereas the autophagy pathway didn't affect Hh signaling. Furthermore, we found that whereas autophagy inhibits osteoblast differentiation, activation of the Hh signaling pathway promotes osteoblast differentiation and development. Our results thus favor a hypothesis that suppression of osteoblast differentiation by the Hh signaling pathway inhibits autophagy, which consequentially promotes osteoblast differentiation.

## RESULTS

### Hh pathway suppressed autophagy level in zebrafish larvae

#### Autophagy had no obvious effect on Hh signaling

To investigate the relationship between autophagy and the Hh signaling pathway, autophagy-related gene *atg5* was knocked down by morpholino oligos, which resulted in down- and upregulation of autophagy marker proteins LC3BII and P62, respectively (Fig. 1A). However, *atg5* knockdown did not apparently alter the transcriptional level of Hh signaling pathway-related Shh genes, such as membrane receptors Smo, Ptch1 and downstream transcriptional effectors Gli2, although *shha* was induced by *atg5* knockdown, but *shhb* had no change, and *gli1* was decreased by 5MO, but *gli2a* and *gli2b* had no change (Fig. 1B). Furthermore, neither injection of ATG5MO, treatment with autophagy inducer rapamycin (RAPA) nor inhibitor 3MA changed the level of SHH protein expression (Fig. 1C). These results collectively suggest that autophagy has no obvious effect on the Hh signaling pathway.

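RNA-seq was run on whole zebrafish larvae at 6 dpf (days post-fertilization), with 1 library from wild-type larvae (WT) and 1 from larvae injected as embryos with the *atg5* morpholino (5MO), an antisense oligonucleotide directed against the *atg5* transcript. The paper gives 30 larvae for each of these groups, so a value averages over a pool of larvae, and with 1 library per group no difference has a replicate check. A library labelled 5mRNA, from larvae injected with *atg5* mRNA, belongs to the same series. The WT larvae were not injected, and no library is from larvae injected with the control MisMO. A difference between 5MO and WT can therefore come from the injection as well as from *atg5*. In both injected libraries, interferon genes were lower and liver and yolk genes higher than in WT. The STAR aligner took 27492652 read pairs of WT and 28190319 of 5MO, each pair 300 nt long in all, and placed 87.68% and 87.88% of them at a single position of the genome. The authors deposited 1 RPKM value per gene and library, the reads of the gene scaled to its length in kilobases and to the read total of the library. The paper's text names neither the genome build nor the tool that counted the reads. In each library, 2 genes aside, the RPKM values of named genes are whole multiples of what 1 read is worth. This gave the read total behind them, 19502144 in WT and 20301332 in 5MO, and for each gene the smallest whole number of reads that fits its values; the true number is this one or a whole multiple of it.

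Changes were computed as the log2 ratio of RPKM + 0.1 in 5MO to RPKM + 0.1 in WT, a scale that understates the changes of low genes. The ratio of read shares, a share being the gene's reads over the read total, carries a 95% Clopper-Pearson interval, called the counting interval. It covers counting error only, since PCR reads without molecular identifiers are not independent molecules and the variation between pools of larvae was not measured. The targeted gene *atg5* (ENSDARG00000023396) lies on chromosome 16 from 7463117 to 7499186, in the coordinates of the deposited table. Its RPKM was 9.08 in WT, from 397 reads, and 7.69 in 5MO, from 350 reads. The log2 ratio was -0.24 and the ratio of read shares 0.847, with an interval from 0.731 to 0.980. With a pseudocount of 1 in place of 0.1 the log2 ratio was -0.21. A morpholino that blocks translation need not lower the mRNA, so this ratio does not measure the strength of the knockdown. The paper shows the knockdown at the protein level, with less LC3BII and more P62.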

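Of the genes in Fig. 1B, *shha* (ENSDARG00000068567, chromosome 7 from 40603939 to 40613222) rose from an RPKM of 3.92 in WT to 5.68 in 5MO, from 348 and 525 reads. The ratio of read shares was 1.45, with a counting interval from 1.26 to 1.66. *gli1* (ENSDARG00000101244, chromosome 6 from 59430937 to 59510495) fell from 4.14 to 2.70, from 601 and 408 reads, a ratio of 0.652 with an interval from 0.574 to 0.741. For both genes the interval excludes 1. Among genes of similar mean expression, the log2 ratio of *shha* ranked at percentile 91.8 and that of *gli1* at percentile 5.57. The intervals of the other 6 genes of the figure all include 1. The ratio was 1.13 for *smo*, 0.936 for *ptch1*, 1.03 for *gli2b* and 1.05 for *shhb*, and that of *gli2a* lay between those of *shhb* and *smo*. *glipr1b*, whose name is close to those of the Gli genes without being a Hh component, had a ratio of 0.842. *shhb* had the fewest reads, 64 in WT and 70 in 5MO, and its interval from 0.738 to 1.50 leaves room for a change as large as that of *shha*. *ptch1* is listed on a further row of the table at 0 in every library.

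**Figure D1:**
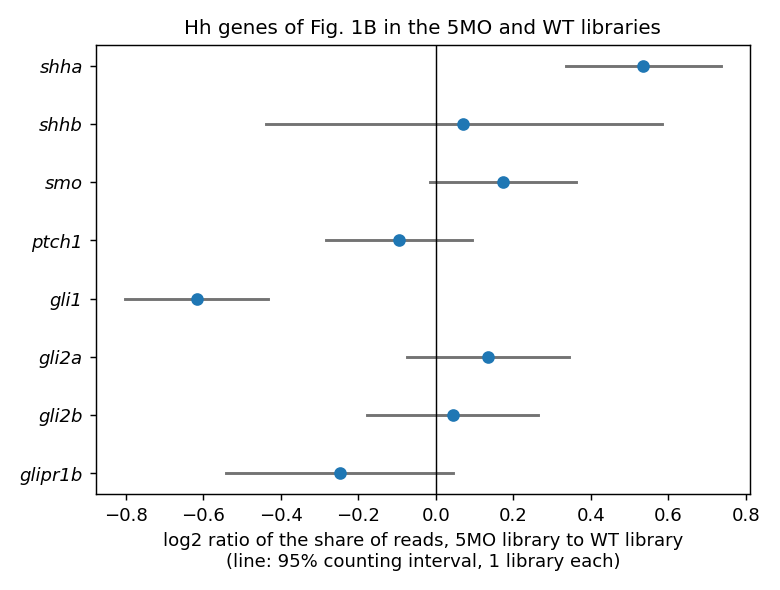
Log2 ratio of the share of reads in the 5MO library to the WT library for the 8 genes of Fig. 1B, with 1 library each; points are the ratios and lines their counting intervals. *shha* lies above 0 and *gli1* below it, and the lines of the other 6 genes cross 0.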

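As a group, the 8 genes of Fig. 1B had a median log2 ratio of 0.05 between the 5MO and WT libraries, with a counting interval from -0.11 to 0.17. Each gene list was set against 10000 random lists of the same size, matched to it on mean expression in 20 bins. The median of these 8 genes stood at percentile 61.1 of such lists, which describes these libraries and not the variation between larvae. 5 of the genes were higher in 5MO and 3 were lower. The list holds *shha*, which rose, *gli1*, which fell, the negative regulator *ptch1*, and *glipr1b*, which is not a Hh component. Opposite changes cancel in a median, so its middle place does not show that Hh signaling was unchanged. Of the alternatives, a pseudocount of 1 moved the median most, to 0.04. The paper reasons from the mRNA level of these genes together with the SHH protein level, and proposes that autophagy has little influence on the Hh signaling pathway.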

**Fig. 1.**
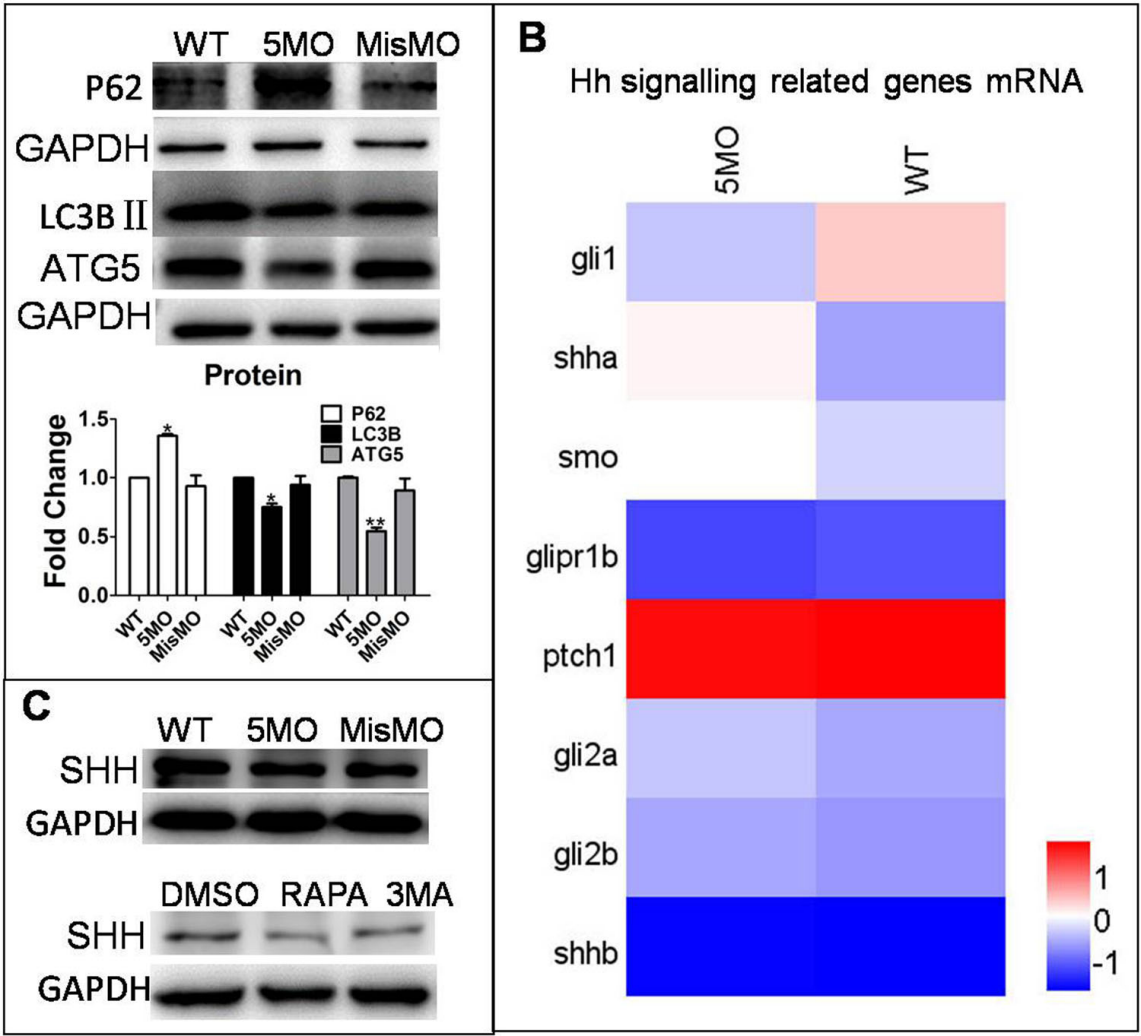
**Autophagy did not regulate the Hh signaling pathway.** ATG5MO and MisMO were injected into embryos at the 1–4 cell stage. MisMO-injected group as a negative control. The means and s.d. were derived from triple duplicates. (A) Expression of LC3BII and ATG5 proteins was determined by a western blot assay. GAPDH served as a loading control. (B) Heat map of mRNA expression of Hh signaling pathway-related genes *Smo*, *Gli* family number *Gli1*, *Gli2a*, *Gli2b*, *ptch1* and *Shh* mRNA from wild-type and ATG5MO-injected embryos was determined by RNAseq assay. (C) Embryos at 1–4 cell stage were either injected with ATG5MO or MisMO or mock-treated and treated with 10 µM of RAPA or 2 mM of 3MA for 3 days from 3 dpf. Expression of SHH protein was determined by a western blot assay. GAPDH served as a loading control.

#### Hh signaling pathway negatively regulated autophagy activity

In order to investigate the effects of the Hh signaling pathway on autophagy in zebrafish, we disrupted the Hh signaling pathway via three different approaches. First, treatment of zebrafish larvae with cyclopamine (cyA), an Hh signaling pathway inhibitor, for 3 days at 3 dpf downregulated SHH protein expression (Fig. 2A), but expression of autophagy-related genes, including *beclin1*, *atg3*, *lc3*, *p62* and *atg5*, were upregulated at both mRNA and protein levels (Fig. 2B). Furthermore, LC3BII and ATG5 proteins were upregulated, whereas p62 protein was downregulated by cyA treatment (Fig. 2C). Second, the Hh signaling pathway was downregulated by suppressing the expression of *shh* and *gli2*, Hh signaling positively regulated genes by injection of Shh morpholino oligonucleotide (MO) and Gli2MO, respectively. Gli2Mis was used as a negative control. Consistent with results observed under cyA treatment condition, downregulation of SHH and gli2 expression (Fig. 2D) increased the transcripts of autophagy-related genes *beclin1*, *lc3*, *p62* and *atg5* (Fig. 2E) and autophagy-related protein LC3BII and ATG5, but decreased the level of p62 protein (Fig. 2F–H). Those two experiments strongly suggest that inhibition of the Hh signal pathway increases autophagy activity.

**Fig. 2.**
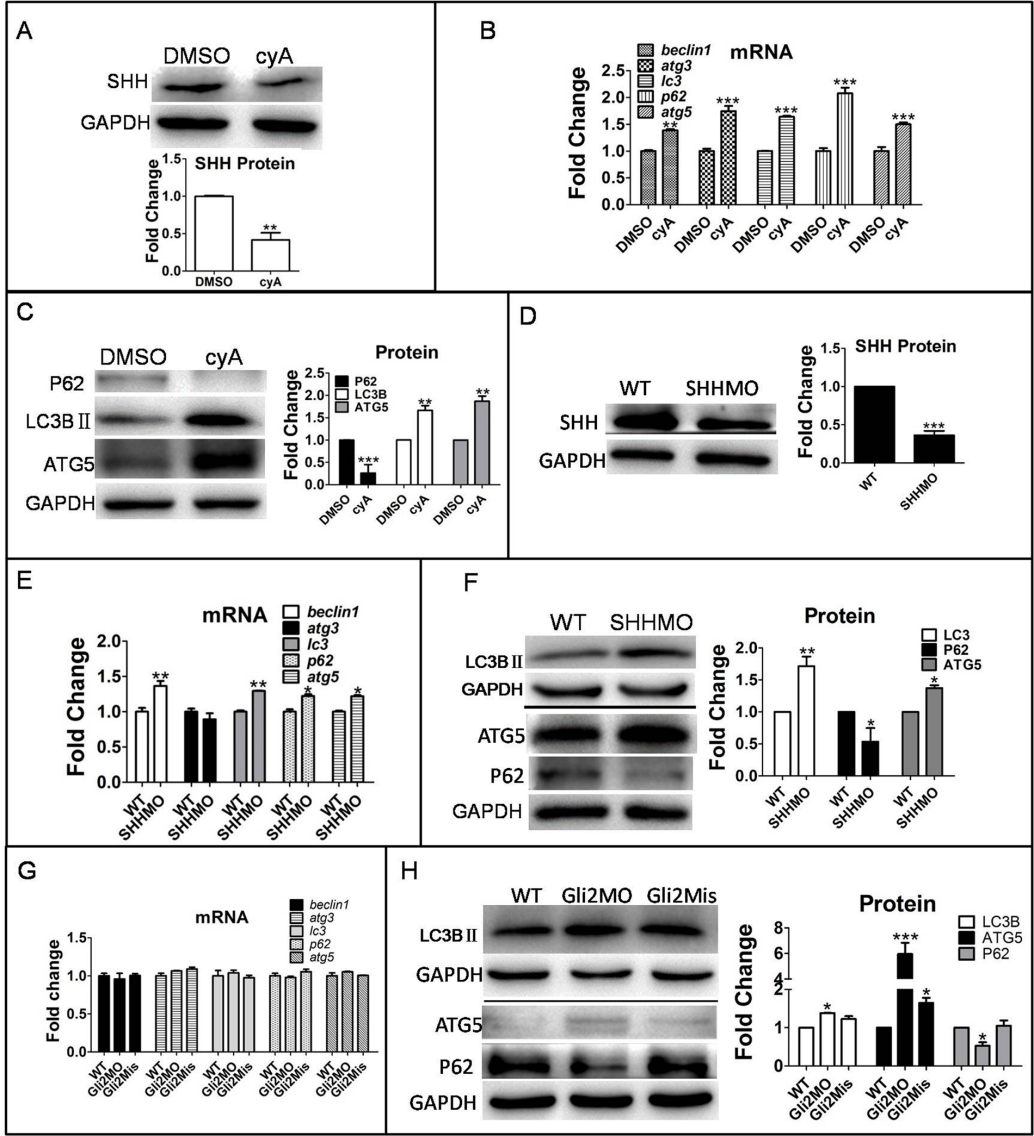
**Autophagy level was promoted by downregulation of the Hh signaling pathway in zebrafish larvae.** (A–C) Larvae were exposed to 10 µM cyA and 0.1% DMSO at 3 dpf for 3 days. (D–H) Embryos were injected with SHHMO, Gli2MO and Gli2Mis at the 1–4 cell stage; at 6 dpf, larvae were collected for assays . GAPDH served as a loading control. The means and s.d. were derived from triple duplicates. *P<0.05, **P<0.01, ***P<0.001 versus the WT groups or DMSO control groups (one-way ANOVA). The data were from three independent experiments. (A,D) SHH protein was detected by western blot assay. (B,E,G) Transcriptional level of autophagy-related genes was tested by qPCR assays. (C,F,H) Autophagy-related proteins LC3B II, ATG5 and P62 level were determined by western blot.

Third, to further confirm the regulatory effect of the Hh signaling pathway on autophagy, we activated the Hh signaling pathway by knocking down *Ptch1*, the Hh signaling negative regulator, by injection of Ptch1MO or Ptch1Mis into 1–4 cell stage embryos. As anticipated, knockdown of *Ptch1* expression increased SHH protein and autophagy protein p62, but decreased the autophagy proteins ATG5 and LC3BII (Fig. 3).

**Fig. 3.**
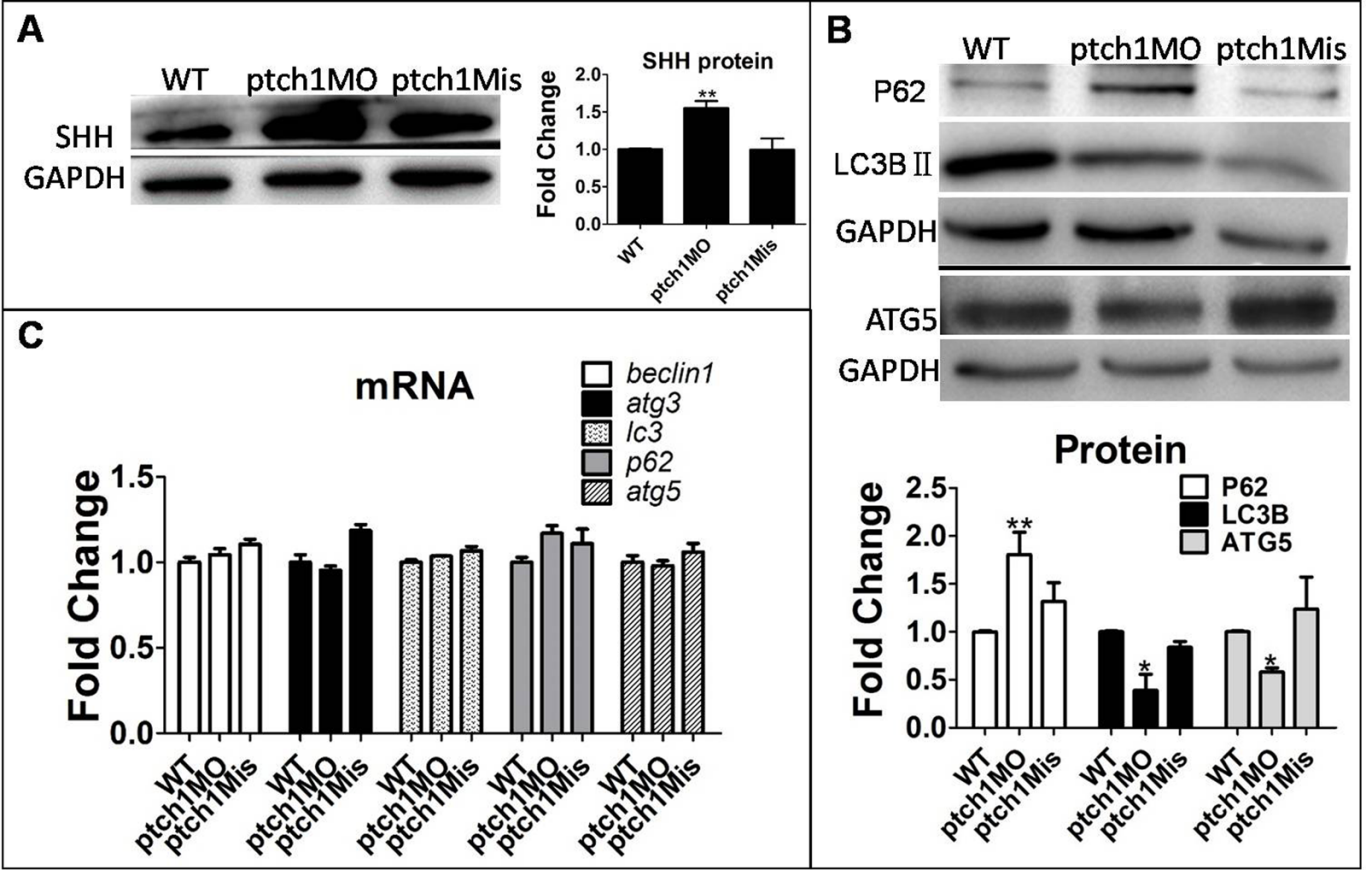
**Promotion of Hh signaling by downregulated *Ptch1* gene suppressed autophagy level.** Embryos were injected with ptch1MO and ptch1Mis at the 1–4 cell stage and larvae were collected at 6 dpf for qPCR and western blot. GAPDH as a loading control. The means and s.d. were derived from triple duplicates. (A,B) SHH protein and autophagy-related proteins were detected by western blot. (C) Ptch1MO-injected group compared with WT group and ptch1Mis-injected group. Autophagy gene mRNA levels were tested by qPCR. *P<0.05, **P<0.01 versus WT groups (one-way ANOVA).

Taken together, the results presented in this section consistently support the notion that Hh signaling negatively regulates autophagy and may further inhibit autophagy level.

### Autophagy negatively regulated osteoblast differentiation in zebrafish

To understand the role of autophagy in osteoblast differentiation, autophagy level was blocked by knockdown autophagy gene *atg5*. Results showed osteoblast genes *runx2a*, *bmp2*, *bmp8*, *bmp10*, *sp7*, *col1a*, *alp* and *col10a1a* were upregulated at transcription level by 5MO. 

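In the 5MO and WT libraries at 6 dpf, the osteoblast genes named for the knockdown differed in how many reads stood behind them. The *col1a* genes were the most abundant. The RPKM of *col1a1a* (ENSDARG00000012405, chromosome 3 from 23090499 to 23108910) was 267.9 in WT and 373.2 in 5MO, from 19777 and 28678 reads, a ratio of read shares of 1.39 with a counting interval from 1.37 to 1.42. The ratio was 1.54 for *col1a1b* and 1.47 for *col1a2*, with intervals from 1.50 to 1.57 and from 1.43 to 1.51. *col10a1a* rose from an RPKM of 5.48 to 8.06, a ratio of 1.47 with an interval from 1.26 to 1.72. *sp7* was low, with 23 reads in WT and 44 in 5MO, and its ratio was 1.84 with an interval from 1.09 to 3.19. *bmp8a* had 23 and 51 reads and a ratio of 2.13, with an interval from 1.28 to 3.65. All of these intervals lie above 1.

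The remaining genes were not separated from WT. *runx2a* had 3 reads in WT and 11 in 5MO. The counting interval of its ratio, from 0.930 to 19.7, includes 1. *bmp10* had RPKM values of 0.106 and 0.304, which stand for 1 and 3 reads or a whole multiple of both, so no fold is given. The paralog *bmp2a* had a ratio of 1.26 with an interval from 0.852 to 1.88, and *bmp2b* a ratio of 0.808 with an interval from 0.647 to 1.01. *alpl*, the zebrafish gene for tissue-nonspecific alkaline phosphatase, was at 20.8 in WT and 20.7 in 5MO, a ratio of 0.996 with an interval that includes 1 and starts at 0.904. Over the 11 genes, counting each paralog of *bmp2* and *col1a*, the median log2 ratio was 0.56, at percentile 99.97 of matched random lists. The median was 0.55 with values under 3 reads raised to that floor, a setting chosen after seeing the data. A pseudocount of 1 moved the median most, to 0.29. The paper names these genes as raised by 5MO, so the list's high position is not independent evidence.

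**Figure D2:**
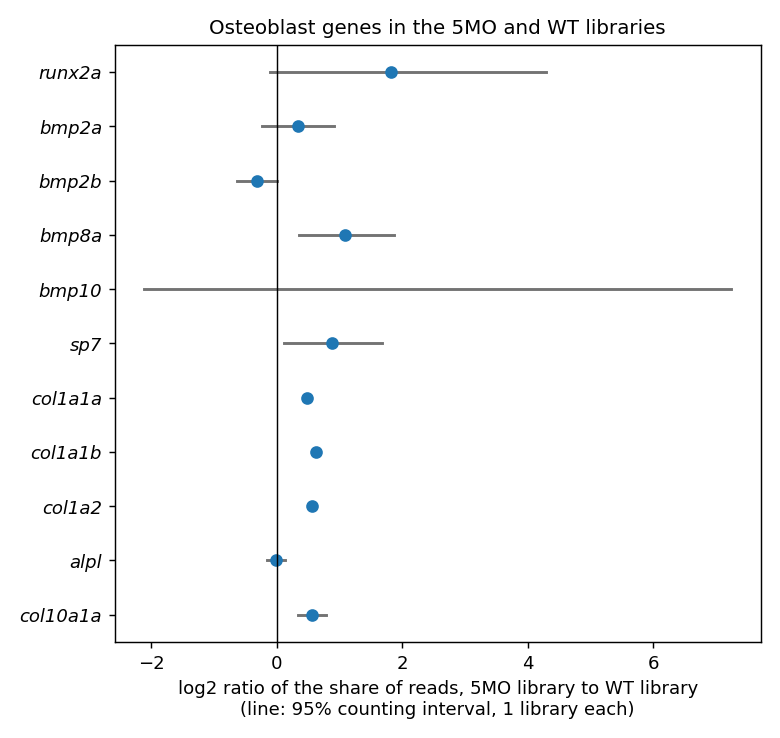
Log2 ratio of the share of reads in the 5MO library to the WT library for the 11 osteoblast genes, with 1 library each; points are the ratios and lines their counting intervals, which are shorter than the points for the *col1a* genes. *bmp10*, with 3 recovered reads or fewer in both libraries, has a line and no point. The lines of *runx2a*, *bmp2a*, *bmp2b*, *bmp10* and *alpl* cross 0.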

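To cover the bmp and col families, every gene of the table was taken whose symbol is bmp or col with its number and at most a paralog letter, where the letter is a or b for bmp. This leaves out the kinase *bmp2k*, *bmp10l* and the ceramide transfer genes *col4a3bpa* and *col4a3bpb*. Of the bmp family, 12 genes had a mean RPKM of at least 0.1. Between 5MO and WT, 7 were higher and 5 lower. Their median log2 ratio was 0.17, at percentile 88.2 of matched random lists, with a counting interval from -0.03 to 0.28 that includes 0. The increase was past its own counting interval for 4 genes and the decrease for 1, *bmp1b*, with a ratio of 0.770. *bmp3* and *bmp5* had ratios of 1.34 and 1.51. The size of the family's median depends on its genes with few reads. Restricted to genes with a mean RPKM of at least 1 its median was 0.05, and with values under 3 reads raised to that number before the filter it was -0.03. The second setting was chosen after seeing the data. It gives genes such as *bmp10* nearly the same value in both libraries by construction, so the change of sign is not evidence of a fall. The family was first matched with any letters after the number, which gave 0.21 at percentile 93.9, and the letters a or b were settled on after that value had been seen. In the col family, 49 of 54 genes were higher in 5MO and 5 lower. The median was 0.33, above each of the 10000 random lists, with an interval from 0.30 to 0.42. 35 genes rose by more than their counting interval and 3 fell by more than it, among them *col15a1b* with a ratio of 0.792. The 37 col genes that appear neither in Fig. 4A nor among the genes named in the text had a median of 0.28, and 33 of them were higher.

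**Figure D3:**
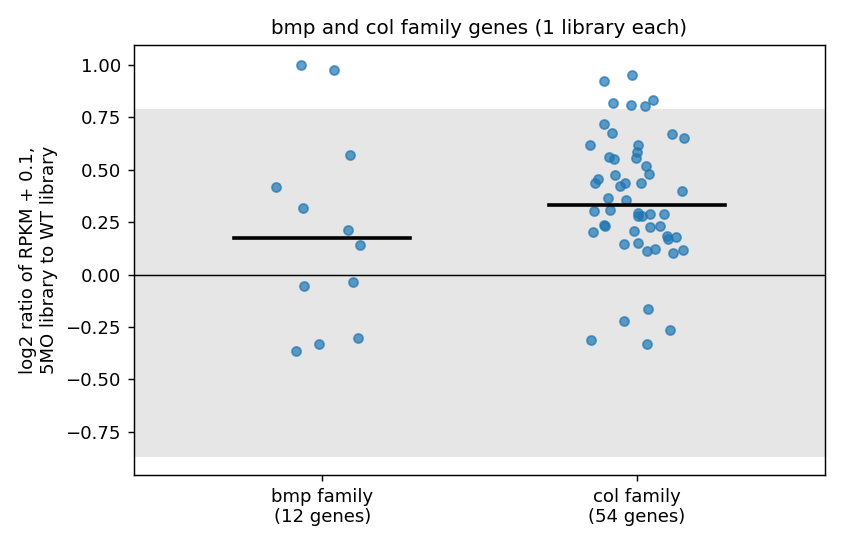
Log2 ratio of RPKM + 0.1 in the 5MO library to the WT library for 12 bmp and 54 col genes; each point is a gene, the black bars are the medians of 0.17 and 0.33, and the grey band runs from -0.86 to 0.78, the range that holds the central 95% of all genes with a mean RPKM of at least 1. Most col genes lie above 0 and inside the band, and the bmp median changes sign when values under 3 reads are raised before the filter.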

We also showed the regulation of atg5 to many other bmp family genes and col family genes (see details from GEO database, Fig. 4A,B). BMP2 and SP7 protein were also dramatically upregulated by 5MO (Fig. 4D), the protein expression of col10a1a in the op region were increased during the inhibition of autophagy at 4 dpf zebrafish larvae (Fig. 4C). Furthermore, Alizarin Red staining assay demonstrated that osteoblast mineralization of the rib and dentary regions was increased by *atg5* knockdown at 6 dpf zebrafish larvae, the den region mineralization was observed even in abnormal phenotype, although the total staining was reduced in 5MO- abnormal group (Fig. 4E).

**Fig. 4.**
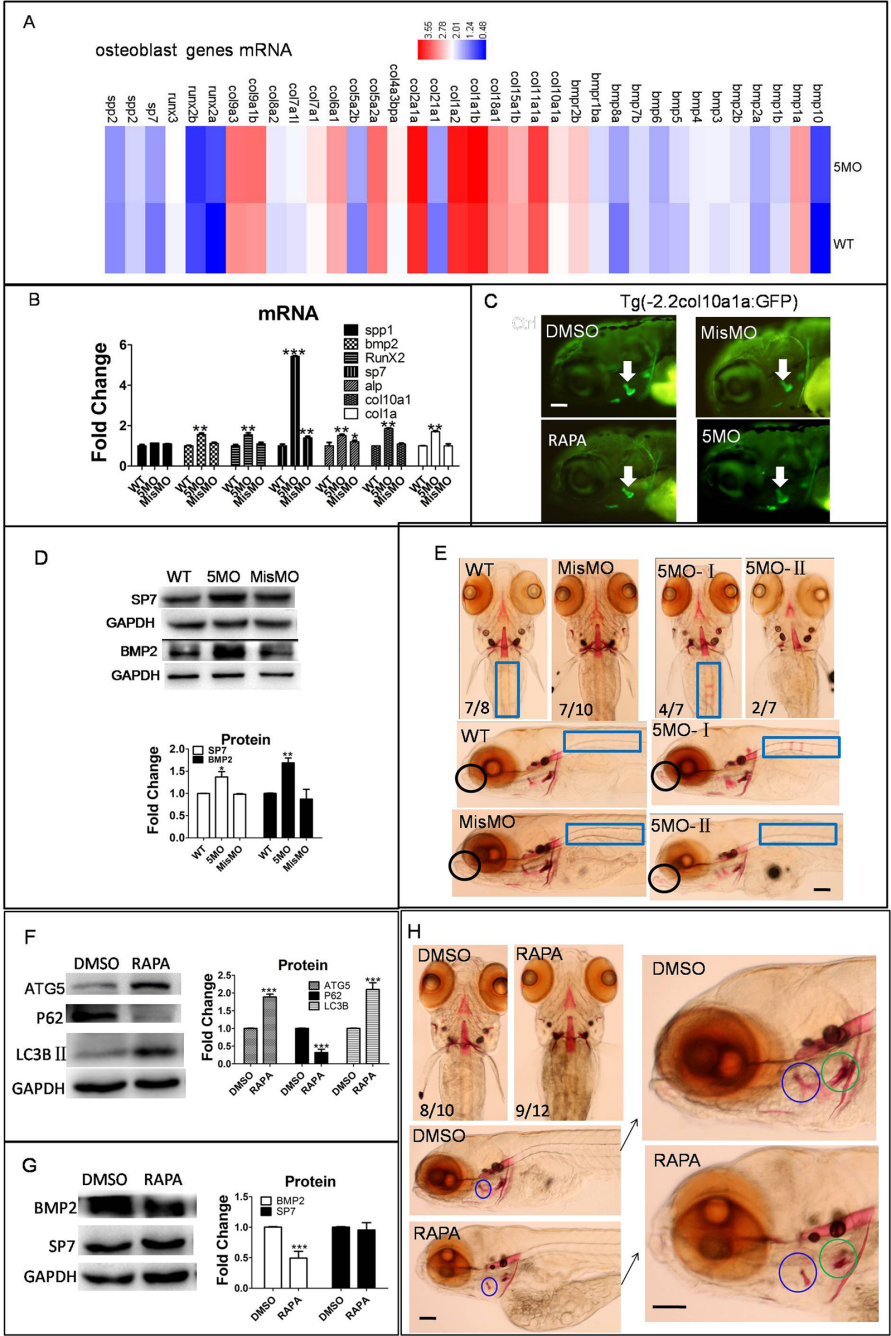
**Osteoblast differentiation was regulated by autophagy in zebrafish larvae.** (A–E) Embryos or transgenic Tg (-2.2col10a1a:GFP) embryos were injected with 5MO and MisMO at the 1–4 cell stage, and larvae were collected at 6 dpf for transcriptom sequencing, qPCR, western blot and Alizarin Red staining, transgenic larvae were collected at 4 dpf for image capture. (A) Heat map showed osteoblast-related genes mRNA level, data were from transcriptome sequencing. (B) Transcriptional level of osteoblast genes were detected by qPCR. (C) Col10a1a expression pattern in transgenic zebrafish larvae at 4 dpf. (D) Osteoblast proteins SP7 and BMP2 were detected by western blot. (E) Alizarin Red staining showed the mineralization of osteoblast at larvae den and rib. 5MO-II:abnormal phenotype. (F–H) Larvae were exposed to 50 µM RAPA at 3 dpf, larvae were collected at 6 dpf for western blot and staining assay separately. (F,G) Western blot assay showed autophagy proteins and osteoblast proteins were changed by RAPA. (H) Alizarin Red staining showed osteoblast mineralization. Black circle, dentary (den); blue rectangle, rib; blue circle, opercle (op); green circle, ceratobranchial 5 (cb5). The means and s.d. were derived from triple duplicates, *P<0.05, **P<0.01, ***P<0.001 versus WT groups (one-way ANOVA). The data of western blots were from three independent experiments. Scale bars: 50 µm.

Next, RAPA, an inducer of autophagy, was used to treat zebrafish larvae. An increase of autophagy on osteoblasts was observed with upregulation of ATG5 and downregulation of P62 (Fig. 4F). However, col10a1a protein in the op region was reduced by RAPA treatment. Western blot results showed that BMP2 protein was downregulated, but SP7 protein had no obvious change (Fig. 4G). The osteoblast mineralization was reduced by RAPA, especially at the op region (Fig. 4H).

In summary, our results demonstrate that inhibition of autophagy induced osteoblast-related gene upregulation in transcription and protein levels, and promoted osteoblast mineralization. 

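For the transcription level, the 35 genes of the heat map in Fig. 4A had a median log2 ratio of 0.42 between the 5MO and WT libraries, with a counting interval from 0.29 to 0.50. It lay above each of 10000 random lists matched on mean expression. The paper shows these genes from the same 2 libraries, so the list's high position is not independent evidence. Of these genes, 27 were higher in 5MO and 8 were lower. At the recovered reads, the increase was past the counting interval for 19 genes and the decrease for 3. The largest increases with more than 1000 reads in WT were those of the cartilage collagens *col9a1b*, with a log2 ratio of 0.92, and *col2a1a*, with a log2 ratio of 0.72. *bmpr1ba* fell to a ratio of read shares of 0.738. *col4a3bpa* in the heat map encodes a ceramide transfer protein and is not a collagen. Of the 16 col genes of the figure 15 were higher, and of the 19 other genes 12 were higher, with a median of 0.22. The paper joins these mRNA levels with qPCR of osteoblast genes in Fig. 4B and with the protein and mineralization assays. It concludes that blocking autophagy raised the expression of osteoblast genes.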

On the contrary, increasing autophagy by RAPA inhibited osteoblast gene expression and reduced osteoblast mineralization. These results imply that autophagy negatively regulates osteoblast differentiation.

### Activation of the Hh signaling pathway promoted osteoblast differentiation in zebrafish larvae

#### Hh signaling pathway inhibitor cyA suppressed osteoblast differentiation in zebrafish larvae

To investigate the effect of Hh signaling inhibitor cyA on the osteoblast differentiation, zebrafish larvae were exposed to cyA at 3 dpf. qPCR results showed osteoblast-related genes *bmp2*, *col10a*, *alp* and *sp7* mRNA were downregulated in a dose-dependent manner (Fig. 5A). col10a1a: GFP transgenic zebrafish line was used to detect col10a1a protein location and expression and, after cyA treatment, col10a1a protein was inhibited in the br and op regions in a dose-independent manner (Fig. 5D) and BMP2 and SP7 protein were downregulated by cyA (Fig. 5B). Alizarin Red staining showed mineralization of osteoblasts was obviously suppressed by cyA (Fig. 5C), particularly in the cb region as well as in the cl, nt and op regions, indicating that osteoblast differentiation was decreased, which is consistent with the results in Fig. 5D.

**Fig. 5.**
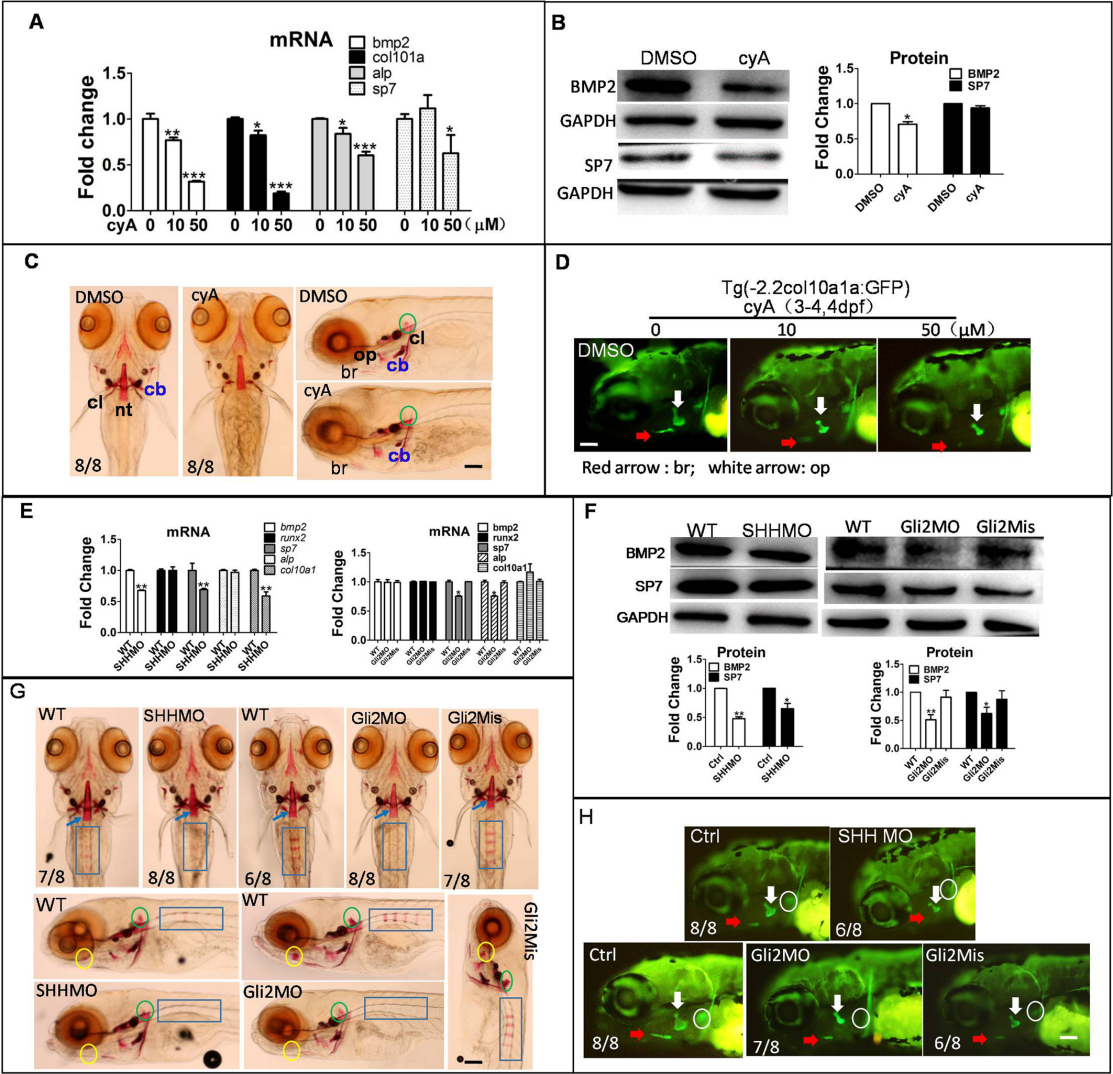
**Reduction of Hh signaling inhibited osteoblast differentiation.** Larvae were exposed to 10 µM and 50 µM cyA at 3 dpf for 3 days, and were collected to measure osteoblast-related gene mRNA, protein level and mineralization of osteoblasts with DMSO treated as a control. (A) qPCR detected osteoblast genes in transcription level. (B) BMP2 and SP7 proteins were detected by western blot. (C) Alizarin Red staining showed mineralization of osteoblasts. Note that the DMSO panel on the right is reproduced from middle WT panel in Fig. 4E. (D) Transgene larvae Tg (-2.2col10a1a:GFP) were treated with 10 µM and 50 µM cyA at 3 dpf for 1 day, images were obtained by fluorescence microscope at 4 dpf. Embryos were injected with SHHMO, Gli2MO and Gli2Mis at the 1–4 cell stage. Lateral view. (E–H) At 6 dpf, larvae were collected for qPCR, western blot and Alizarin Red staining. (E) Osteoblast genes *bmp2*, *sp7*, *col10a1*, *runx2* and *alp* mRNA were detected by qPCR. (F) Osteoblast-related proteins BMP2 and SP7 were tested by western blot. (G) Alizarin Red staining showed mineralization of osteoblasts including nt (notochord tip, blue arrow), rib (blue rectangle), hm (hyomandibular, yellow circle) and regions delayed in SHHMO- and Gli2MO-injected groups. Green circle, bop (basioccipital articulatory process). The difference in osteoblast name and abbreviation were derived from previous sources (Laue et al., 2008; Aceto et al., 2015). (H) In Tg (-2.2col10a1a:GFP) transgene zebrafish, col10a1a signal was shown. White circle, cb (ceratobranchial 5); red arrow, br; white arrow, op. *P<0.05, **P<0.01, ***P<0.001 versus untreated groups (one-way ANOVA). The data were from three independent assays. Scale bars: 50 µm.

#### Osteoblastic differentiation was reduced after knocking down *SHH* and *Gli2* genes in zebrafish larvae

To examine the function of the Hh signaling pathway in osteoblasts, we chose to decrease Hh signaling by injecting SHHMO and Gli2MO into zebrafish embryos at the 1–4 cell stage. In SHHMO-injected groups, results showed that BMP2, SP7 and col10a1a were downregulated in mRNA and protein levels (Fig. 5E,F,H), Furthermore, knockdown of *SHH* reduced col10a1a protein in the op and br regions (Fig. 5H). Positive positions in rib and bop were reduced by SHHMO (Fig. 5G). Transcriptional factor Gli2 in Hh signaling downstream did not affect osteoblast-related gene mRNA, but downregulated BMP2 and SP7 protein abundance (Fig. 5E,F). Col10a1a in the op, cl and cb regions were reduced by Gli2MO (Fig. 5H), and in Gli2MO-injected groups, Alizarin Red staining at rib and hm were decreased, indicating that Gli2MO inhibited osteoblast mineralization.

The above results suggest that osteoblast mineralization is blocked or decreased after suppressing Hh signaling by compound cyA or by knockdown *Shh* and *Gli2* genes.

#### Upregulation of Hh signaling by ptch1 MO-induced osteoblast differentiation

To further explore the role of Hh signaling in osteoblast differentiation, we activated Hh signaling by knockdown *ptch1*. Results showed *sp7* and *col10a1* mRNAs were upregulated in ptch1MO-injected groups, but *bmp2*, *runx2* and *alp* mRNA did not change (Fig. 6A). BMP2 and SP7 proteins increased in the ptch1MO-injected group (Fig. 6B). The col10a1 protein located in the cb region was increasing in the ptch1MO-injected group (Fig. 6D). The mineralization of larvae rib was promoted in ptch1 group compared to wild-type (WT) and ptch1Mis groups (Fig. 6C).

**Fig. 6.**
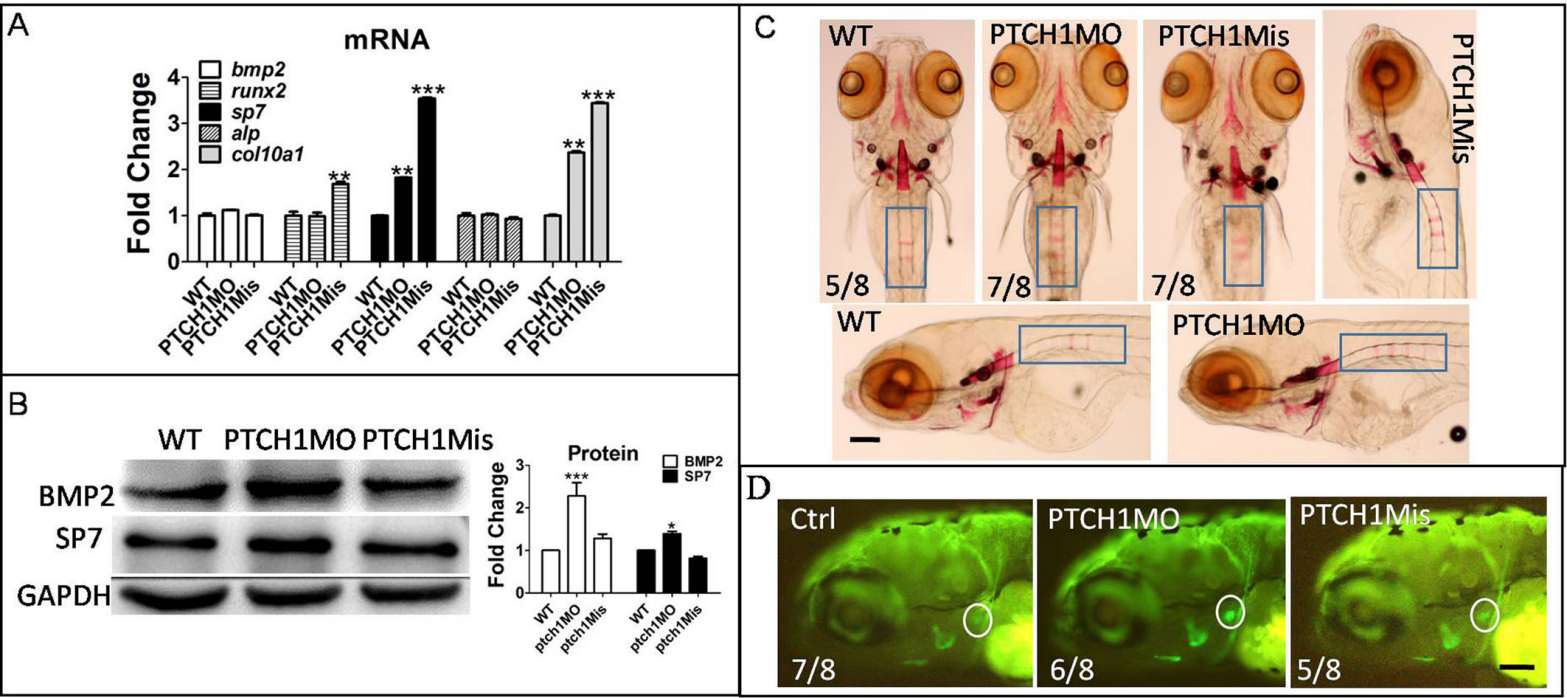
**Increasing Hh signaling by Ptch1 knockdown might be beneficial for osteoblast development.** Embryos were injected with Ptch1MO and Ptch1Mis at the 1–4 cell stage, at 6 dpf, larvae were collected for qPCR, western blot and Alizarin Red staining respectively. (A) QPCR showed osteoblast genes mRNA level. (B) Western blot results showed BMP2 and SP7 protein level. (C) Alizarin Red staining showed bone mineralization; blue rectangle, rib. (D) Col10a1a protein expression in cb5 (ceratobranchial 5, white circle) region was observed in Ptch1MO-injected group. *P<0.05, **P<0.01, ***P<0.001 versus the untreated groups (one-way ANOVA). The data were from three independent assays.

### Activation of autophagy and inhibition of Hh signaling synergistically impair bone development in zebrafish larvae

To further reveal the role of autophagy level and Hh signaling in osteoblast mineralization, larvae at 3 dpf were treated by cyA, RAPA and cyA plus RAPA for 3 days, staining by Alizarin Red showed cyA mainly inhibited cb5 region osteoblast mineralization, RAPA suppressed osteoblast mineralization in the op area. However, combination treatment of RAPA and cyA inhibited osteoblast mineralization in broad areas, including the op, cb5, nt, hm regions and so on (Fig. 7A). Moreover, with suppression of Hh signaling by knockdown of *SHH* and *Gli2* genes, at 3 dpf, larvae were exposed to RAPA for 3 days, and then were collected for Alizarin Red staining. Results showed osteoblast mineralization of the rib and hm regions is less in the SHHMO-injected group than in DMSO control, however RAPA-treated SHHMO-injected group intensified osteoblast mineralization loss in the rib and hm regions compared to SHHMO-injected group. Osteoblast staining reduced in rib, hm and bop regions in RAPA plus Gli2MO group compared with WT, Gli2MO, Gli2Mis and Gli2mis plus RAPA groups (Fig. 7B,C). While promotion of Hh signal by knockdown *PTCH1* enhanced osteoblast mineralization, it was blocked by autophagy inducer RAPA (Fig. 7D). In this section, data suggest that the inhibition of the Hh signaling pathway and activation of autophagy synergistically suppressed bone development and osteoblast mineralization. However, the bone mineralization enhancement, dependent on Hh signal activation, was blocked by activation of autophagy.

**Fig. 7.**
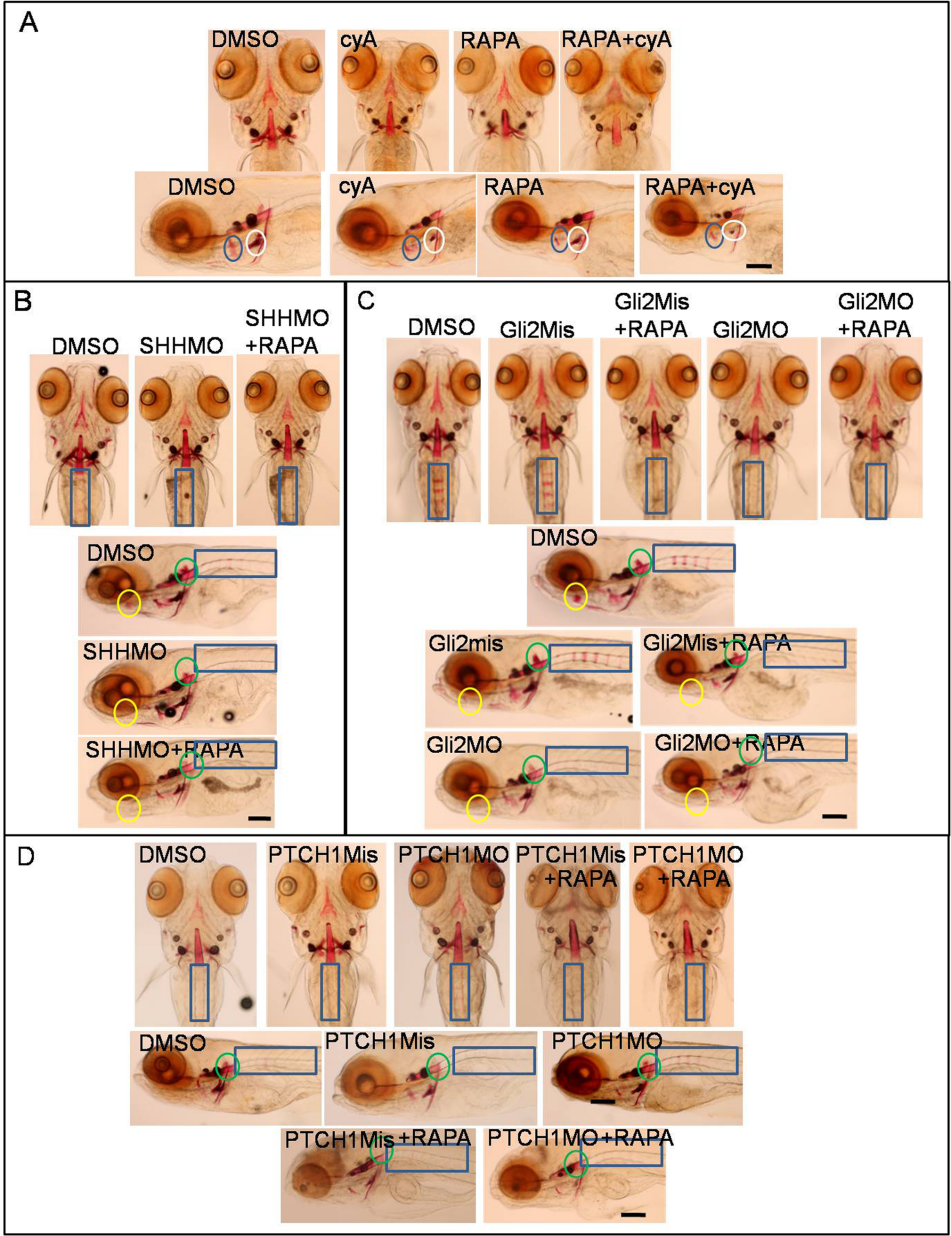
**Autophagy inducer RAPA and block of Hh signaling co-inhibited osteoblast mineralization.** (A) Larvae at 3 dpf were exposed to 10 µM cyA, 10 µM RAPA or cyA plus RAPA, with larvae collected for Alizarin Red staining at 6 dpf. Blue circle, op; white circle, cb. (B–D) Embryos were injected with 50 µM SHHMO, Gli2MO, Gli2Mis, PTCH1MO and PTCH1Mis at the 1–4 cell stage, DMSO control group and injected group larvae were treated with 10 µM RAPA, with larvae collected at 6 dpf for Alizarin Red staining. Yellow circle, bop; green circle, hm; blue rectangle, rib. Scale bars: 50 µm.

## DISCUSSION

Reports about the relationship between Hh signaling and autophagy exist paradoxically in cell models. For instance, in hippocampal neurons and intestinal secretory cells, reports indicate the Hh signaling pathway promotes autophagy (Petralia et al., 2013; Gagné-Sansfaçon et al., 2014), but studies in human hepatocellular carcinoma cells, pancreatic ductal adenocarcinoma cells and cancer cells suggest that inhibition of Hh signaling induces autophagy and that autophagy is a key factor for the Hh signaling pathway to regulate a variety of biological functions (Wang et al., 2013; Xu et al., 2014; Li et al., 2012; Tang et al., 2015; Jimenez-Sanchez et al., 2012). It is probable that Hh signaling has completely different roles on autophagy depending on cell types and patho-physiological conditions. In this study, we dissected the interaction between Hh signaling and autophagy *in vivo* zebrafish model. Our results clearly indicate that autophagy has no influence on Hh signaling, whereas Hh signaling negatively regulates autophagy (Fig. 1). Specifically, inhibition of Hh signaling by pharmacological and knockdown approaches consistently promoted autophagy activity, while activation of Hh signaling by knocking down the expression of its negative regulator Ptch1 protein inhibited autophagy. Interestingly, inhibition or activation of Hh signaling was associated with up- or downregulation of autophagy-related protein ATG5, respectively (Figs 2 and 8). Our results suggest that the Hh signaling pathway is an upstream regulator of autophagy, at least in zebrafish osteoblasts. This notion is in agreement with an early report that the autophagy upstream inducer beclin1 was regulated by the Hh signaling pathway through Gli2 expression (Won et al., 2015). In this study, *Gli2* knockdown could indeed increase autophagy proteins ATG5 and LC3B. Whether BECLIN1 mediates the Hh signaling pathway regulation of autophagy in zebrafish remains to be determined.

**Fig. 8.**
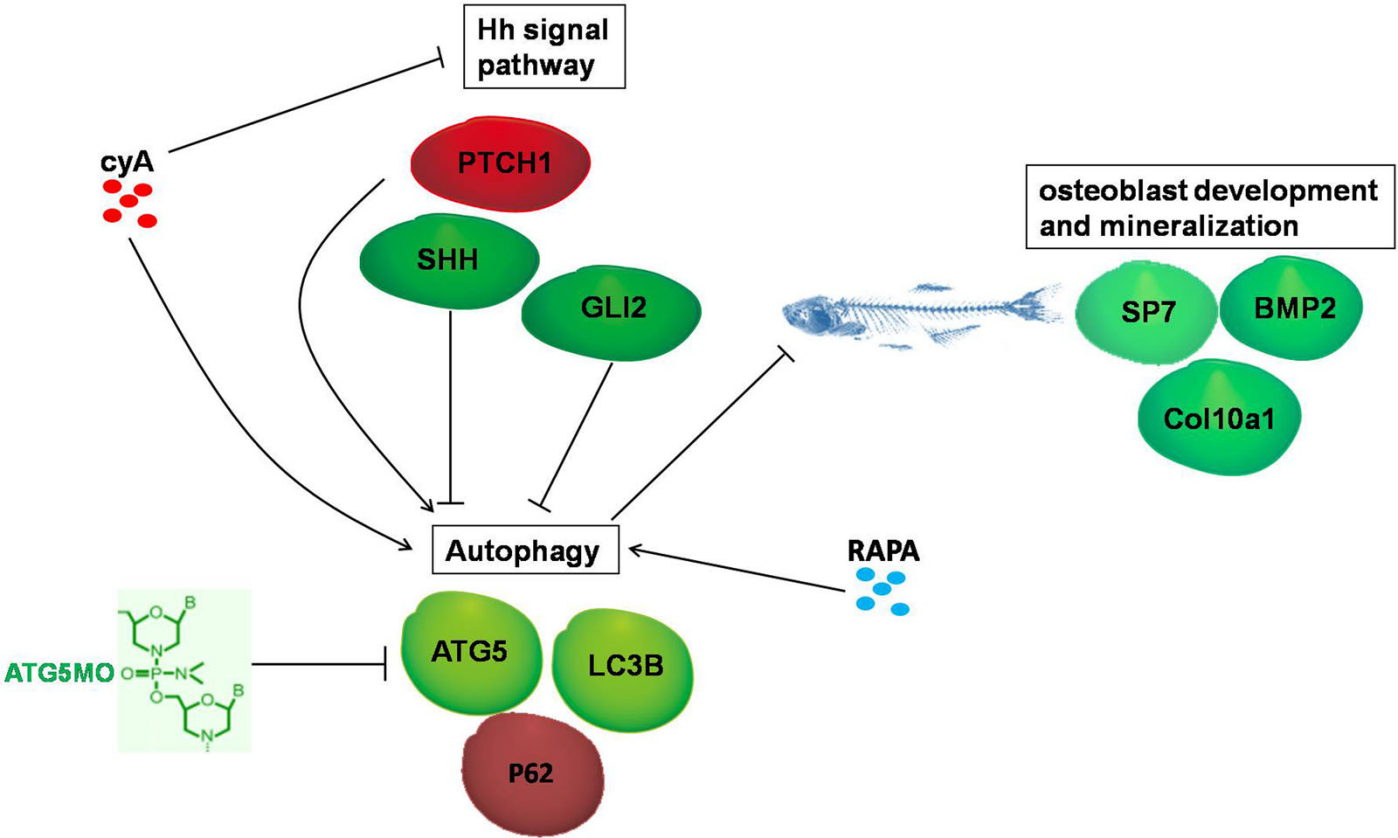
**Schematic illustrates the interaction between Hh signaling and autophagy, and their regulated roles on osteoblast differentiation and mineralization.**

Autophagy was reported to play an essential role in bone development. For instance, deleting ATG7, an essential factor in autophagy level, in mice led to low bone mass and reduction of osteoblast number (Piemontese et al., 2016; Bartolomé et al., 2013). However, in agreement with our findings reported herein, other studies showed that autophagy played a negatively regulatory role in osteoblast differentiation. Specifically, suppression of autophagy by inhibitors or autophagy-related gene knockdown could increase osteoblast differentiation and activity (Kim et al., 2017; Whitehouse et al., 2010). On the other hand, autophagy inducer RAPA dramatically inhibited osteoblast differentiation and mineralization (Singha et al., 2008; Isomoto et al., 2007). In this study, we obtained several lines of evidence suggesting that autophagy does regulate osteoblast differentiation in zebrafish larvae. Knockdown autophagy gene *atg5* promoted osteoblast genes and proteins expression, and increased osteoblast mineralization. Also, autophagy inducer RAPA treatment led to BMP2 reduction, while osteoblast mineralization in the op and cb regions were decreased, especially in the op region of zebrafish larvae (Fig. 4).

RAPA is an mTORC1 inhibitor, mTORC1 had been demonstrated to be an important kinase for bone formation (Sugamori et al., 2016). As an autophagy inducer, RAPA also promotes ATG5 and LC3B expression (Hu et al., 2011) and our data indicate as such. Also we report that RAPA inhibits P62 protein level in zebrafish larvae (Fig. 4). It is thus possible that RAPA suppresses osteobalstic differentiation and mineralization through both the mTORC1 and autophagy pathways.

Hh signaling plays a vital role in osteoblast differentiation and mineralization (Bae et al., 2016; Nakamura et al., 2015). Shh has the ability to induce ectopic cartilage and bone formation *in vivo* (Iwamoto et al., 1999) and stimulates osteoblastic differentiation mainly through upregulation of *SP7* gene expression in osteoblastic cells (Tian et al., 2012), Hh signaling-related zinc finger transcription factor Gli2 mediates BMP2 expression in osteoblasts (Hojo et al., 2013; Zhao et al., 2006). Our data supports that Hh signaling promotes osteoblastic differentiation and mineralization in the zebrafish larvae model. Firstly, SHH dysfunction downregulated BMP2, SP7 and col10a1 expression, in addition osteoblastic mineralization located in rib, hm, op and cb5 regions of zebrafish larvae were damaged. Secondly, Gli2 dysfunction resulted in downregulation of BMP2 and SP7 protein, and reduction of bone mineralization area. The conclusion was identified in a zebrafish fin regeneration study by Armstrong et al. (2017). Thirdly, Hh signaling inhibitor cyA downregulated osteoblast gene BMP2, SP7 and col10a1 in transcription and translation levels – following osteoblastic mineralization – decreased, especially the mineralization located in the cb5 region, which was strongly reduced in zebrafish larvae. Fourthly, promoting Hh signaling by knockdown *ptch1* gene, resulted in upregulation of osteoblast-related proteins.

In summary, using the zebrafish larvae model, we illustrated that the autophagy pathway has no obvious role in regulating the Hh signaling pathway, but the Hh signaling pathway negatively regulates autophagy, including inhibited autophagy protein ATG5, which implies that autophagy might be a downstream pathway of Hh signaling. Interestingly, both the Hh signaling pathway and autophagy are important regulators of osteoblastic differentiation and mineralization. Hh signaling was a positive regulator, whereas autophagy was a negative regulator signal on osteoblast differentiation. Most importantly, the Hh signaling pathway inducing osteoblast differentiation seems to occur by suppressing the autophagy pathway (Fig. 8). Our work reveals the mechanism underlying Hh signaling pathway regulation of bone development, and thus establishes a molecular basis for development of therapeutics for metabolic bone disorders.

## MATERIALS AND METHODS

### Fish handling and embryo preparation

Zebrafish (*Danio rerio*) wild-type AB strain was originally obtained from the College of Life Sciences and Technology, Tsinghua University. Fish feeding, breeding and maintenance were according to the literature (Kimmel et al., 1995). Embryos were obtained by natural mating; synchronous embryos at the appropriate stage were collected. Transgenic zebrafish lines Tg (-2.2col10a1a:GFP) were bought from CZRC (China Zebrafish Resource Center), fluorescence images were taken using a fluorescence microscope (Olympus, IX 51). This research was reviewed and approved by the Laboratory Animal Management and Animal Welfare Committee at the Institute of Medicinal Biotechnology of the Chinese Academy of Medical Sciences and all efforts were made to minimize the animals' suffering.

### Synthesis of MOs and microinjection

All morpholino oligos were synthesized and bought from Gene-tools LLC (http://www.gene-tools.com), 5MO and MisMO sequences were synthesized according to our previous published data (Hu et al., 2011; Hu et al., 2017). SHHMO sequence ′5-GCAGCACTCTCGTCAAAAGCCGCAT-3′ was according to Nasevicius and Ekker, (2000). Gli2MO/Ptch1MO was used to target the initiation site of *Gli2/Ptch1* mRNA and inhibit translation, Gli2Mis and Ptch1Mis was used as control, and designed by Gene Tools, LLC. The sequences were as follows. Gli2MO-5′ CTCCATGATGAGACTTCTTGGATGA3′; Gli2Mis:5′CTCgATcATcAGACTTgTTcGATGA3′; Ptch1MO-5′ACATTAACAGCCGAGGCCATGTTGC3′; Ptch1Mis-5′ACATaAAgAcCCGAGcCCATcTTGC3′. The 50 µM MOs were injected into 1–4 cell stage embryos.

### Drug treatment

10 mM stocking RAPA (provided by National Institutes for Food and Drug Control) solution in DMSO was added to the embryo media at final concentrations of 10 µM from 3 dpf to 6 dpf, and cyA (Sigma-Aldrich, C4116), were dissolved into DMSO, and then was diluted to 10 µM and 50 µM. 0.1% DMSO treated larvae was used as negative control. 3MA (Sigma-Aldrich, M9281) was dissolved into heated ddH_2_O.

### qPCR and RNA-seq

Larvae at 6 dpf were collected into Trizol Reagent (Sigma-Aldrich). Total RNA was extracted following the Trizol Reagent RNA extraction kit manual. First-strand cDNAs were synthesized by reverse transcription using the M-MLV RTase cDNA Synthesis Kit (Promega). qPCR primer pairs are listed in Table 1, parameters were 95°C 5 min, (95°C 15 s, 68°C 40 s), for 40 cycles. β-actin was amplified as a template loading control. Then the ct values were analyzed using a statistical calculation according to the instrument manual. WT group and 5MO-injected group larvae (30 larvae each group) at 6 dpf were sent to Compass biotechnology company for transcriptome sequencing, the mRNA-related Hh signaling and osteoblast were analyzed. RNA-seq data had been deposited with GEO under accession number GSE120170.

**Table 1.**
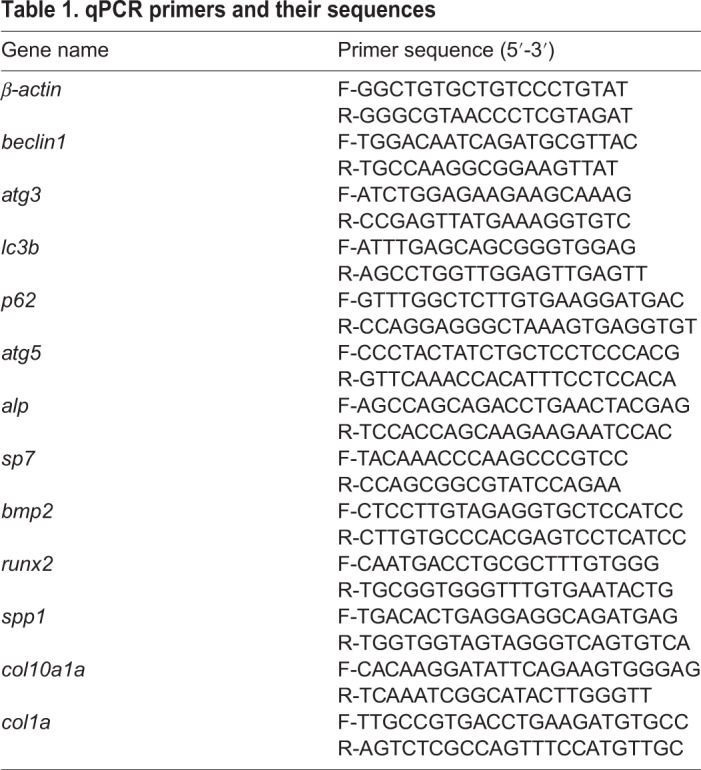
**qPCR primers and their sequences**

### Western blot

The procedure has been previously described in our previous literature (Hu et al., 2011). Briefly, zebrafish larvae total protein was extracted with the RIPA Lysis Kit (Applygen Technologies Inc, C1053), different protein samples were separated in 12% SDS-PAGE gel, then transferred to NC (nitrocellulose) membrane, and blocked with 5% milk in TBS for 40 min–1 h at room temperature. Then, the membranes were incubated with primary antibody at 4°C overnight, TBS washed three times and incubated with horseradish peroxidase-conjugated secondary antibodies 1 h at room temperature. The membranes were exposed to the Tanon 5200 Imaging System and we acquired the images. The primary antibody information is as follows: mouse anti-human β-GAPDH antibody (Zhongshan Goldbridge, TA08); anti-human ATG5 (Novus, NB110-53818), P62 rabbit polyclonal antibody (MBL, PM045), LC3B mouse monoclonal antibody (MBL, M186-3), SP7 (osterix) goat polyclonal antibody (Santa Cruz, sc-22538) and BMP2 Mouse Monoclonal antibody (Novus, MAB 1128).

### Alizarin Red staining

Larvae at 6 dpf were collected and fixed for 2 h by 4% paraformaldehyde at room temperature, fixed larvae were stained with 0.1% Alizarin Red (Sigma-Aldrich, A5533) in 0.5% KOH overnight. Stained larvae were gradient rehydrated with 75% ethanol (100 mM Tris pH 7.5, 10 mM MgCl_2_), 50% ethanol and 25% ethanol, bleached with 3% H_2_O_2_ containing 1% KOH for 20 min (Luo et al., 2016), and rinsed six times with ddH_2_O. Samples were then placed in 90% glycerol for imaging (Olympus, IX 51).

### Statistical analysis

Data in figures represent mean±s.d., derived from at least three experiments. Statistical analyses were performed using one-way ANOVA tests.

How the deposited data were processed for this re-analysis (not part of the article)

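Whole zebrafish larvae at 6 dpf were sequenced as 1 library each of WT larvae, of larvae injected with the *atg5* morpholino (5MO) and of larvae injected with *atg5* mRNA (the library labelled 5mRNA). The paper gives 30 larvae each for WT and 5MO and does not report on the 5mRNA library in its text. The WT larvae were not injected. The authors aligned the read pairs with STAR and deposited its mapping summaries, with 27492652 read pairs for WT, 28190319 for 5MO and 31140490 for 5mRNA, of which 87.68%, 87.88% and 87.63% mapped uniquely. The deposited RPKM values were made by the authors from the reads of each gene, scaled to the gene's length and to 1 read total per library, and were not normalized further between libraries. The paper's text does not name the genome build, the annotation release, the STAR version or the counting tool.

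The table has 28117 rows, of which 28084 name a gene. The other 33 name no gene, hold 35.8% of the RPKM sum in WT, 36.1% in 5MO and 35.7% in 5mRNA, and were left out. Symbols found on more than 1 row number 392, and each such row was kept as a gene of its own. The RPKM values of the named genes fall on whole-number steps. From these steps the read totals behind the values were recovered as 19502144 for WT, 20301332 for 5MO and 21857365 for 5mRNA, which are 80.9%, 81.9% and 80.1% of the uniquely mapped read pairs. Reads were recovered for 25903 genes, as the smallest whole numbers that fit all 3 libraries. A further 2179 genes are at 0 in every library, and 2 genes, *ttnb* and *ttn.2*, were not resolved. The 10 genes with the most reads hold 9.35% of the reads in WT, 9.73% in 5MO and 9.25% in 5mRNA.

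The change of a gene is the log2 ratio of RPKM + 0.1 between 2 libraries. Lists use genes with a mean RPKM over the 3 libraries of at least 0.1, which 23709 genes reach, and counts of genes changed at least 2-fold use a mean of at least 1, which 19172 genes reach. The change of 1 gene also has a ratio of read shares with a 95% Clopper-Pearson interval. No ratio is given in the text for a gene with 3 recovered reads or fewer in a library. The exception is *bmp10* with its values raised to 3 reads. The recovered reads can be too low by a whole multiple, and such ratios are imprecise. A list's median was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, and its counting interval comes from 1000 Poisson resamples of the reads. With 1 library per condition there are no p-values. The percentiles describe these libraries and take genes as independent, which they are not, and all comparisons are of libraries rather than of conditions.

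The lists, the 2 gene families, the main settings, most alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names for the RNA-seq or gives qPCR primers for, the 5 genes with the largest increase and the 5 with the largest decrease in each comparison with WT, and members of reported lists. The lists reported are the Hh genes of Fig. 1B, the osteoblast genes of the text, those of Fig. 4A, other osteoblast genes, the genes with primers in Table 1, and genes of autophagy, cartilage, interferon response, lens, muscle, p53, exocrine pancreas, photoreceptors, cell cycle, stress response, and liver and yolk. They are part of 17 lists written, of which 1 is left out of the text. A list of 26 leukocyte genes was written after the interferon result and before its own values were seen. With the families these make 20 lists and 60 list comparisons among the 3 libraries.

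Several choices were made after values had been seen. They are the reading of the bmp family as letters a or b only, the settings that raise values under 3 reads, the limit of 0.1% at either end of the random lists that singles out a list, the limit of 0.5% and other limits that decide the tests of explanations, and the noise model of the simulated unchanged libraries, of which a Gaussian model was run first and both are reported. The alternatives fixed in advance were pseudocounts of 1 and 0.01, other filters on mean RPKM, scaling by the median of ratios over genes above 0 in all libraries, and rescaling of each library to the same RPKM sum.

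The procedure was tested on simulated data, with 200 genes changed. An initial version missed the simulated read totals by a few reads and was refined, after which 3 of 3 were recovered. The recovered reads were the simulated ones for 92.9% of genes, and the simulated ones or a common divisor of them for 99.98%. The direction was recovered for 200 of 200 changed genes, and the counting intervals held the true ratio for 94.5% of changed and 95.8% of 2000 unchanged genes. These intervals were computed from the simulated reads and not from the recovered ones, so their coverage does not test the recovery. Of 18956 unchanged genes, 41 passed 2-fold. Of 200 unchanged lists, 9 lay beyond the percentiles of 2.5 and 97.5 and 0 within 0.1% of either end. The simulated libraries hold counting noise only. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0. GC content was not examined because no genome sequence was at hand, and the western blots, the qPCR and the drug treatments were not analysed here.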

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

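Of 26 comparisons with WT of 13 lists that the paper does not report as lists, 10 lay within 0.1% of either end of the matched random lists, a limit set after the percentiles had been seen. Except for the leukocyte genes and the lists matched on gene length, the tests in this part were chosen only after the result was seen. Each condition has 1 library and both comparisons share the WT library, so a difference between pools of larvae can stand behind any of these results. The *atg5* mRNA of the library labelled 5mRNA was at 0.989 of WT, with a counting interval from 0.861 to 1.14, so a change in that library is not tied to a higher *atg5* level. GC content was not tested. A factor common to all genes of a library shifts a list and its matched random lists alike, so it does not set a list's place among them. Read depth and scaling were not tested beyond this, since the scaling alternatives had factors too close to each other to move the lists.

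Interferon genes were lower in both injected libraries. The median log2 ratio of 15 genes was -3.73 in 5MO and -3.47 in 5mRNA against WT, below each of the 10000 random lists, and -3.57 in 5MO with values under 3 reads raised to that number. With a pseudocount of 1 it was -1.89 in 5MO and -1.95 in 5mRNA. *rsad2* had 1540 reads in WT, 4 in 5MO and 2 in 5mRNA, and *isg15* had 1141, 76 and 41. Of 10 genes outside the ifit and mx families, 8 were at least 2-fold lower in both libraries, which argues against reads shared between paralogs. The 25 leukocyte genes with values had a median of 0.16 in 5MO against WT, with a counting interval from 0.07 to 0.40. Of these, 16 were higher and 9 lower. In 5mRNA against WT the median was 0.03, with an interval from -0.13 to 0.24, and 13 genes were higher and 12 lower. The 5MO median argues against more leukocytes in the WT larvae as a whole. The members go both ways, and the 5mRNA median does not decide. Of the most abundant leukocyte genes, *lyz* had an RPKM of 24.0 in WT and 36.4 in 5MO. Those of *npsn* were 10.5 and 11.5, and those of *lect2l* 43.3 and 10.1. A change within one kind of leukocyte therefore stays open. The fall of -3.47 in 5mRNA, where *atg5* was near its WT level, argues against the level of *atg5* mRNA at collection as the cause. Of the 15 genes, 13 were at least 2-fold lower in both injected libraries, which restates the pattern. 5MO stood at percentile 51.1 against 5mRNA, so the injected libraries were alike in the median of the list. This would follow from a departure of the WT library, and also from a shared change of the injected libraries. An antiviral response in the WT larvae and a suppression by injection cannot be told apart, since there is 1 library of uninjected larvae. The WT library may therefore not be a neutral baseline for these genes.

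Liver and yolk genes were higher in both injected libraries, with a median of 0.52 in 5MO and 0.61 in 5mRNA against WT. Of 14 genes, 11 rose beyond their counting interval in both, which restates the pattern, since both comparisons share the WT library. 5MO stood at percentile 76.7 against 5mRNA, so the injected libraries were alike in the median of the list. A departure of the WT library would give this, as would a shared change of the injected libraries. An effect of injection and a difference in the feeding or stage of the pools were not tested.

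Cartilage genes were higher in 5MO, with a median of 0.48 over 18 genes, 4 of which the paper also shows. The other 14 had a median of 0.40. The list was also higher in 5MO than in 5mRNA, by 0.43, which argues against a departure of the WT library as the whole cause. In 5mRNA against WT its median was 0.14 at percentile 99.51, with 11 of the 18 genes higher beyond their counting interval, so a departure of the WT library as part of the cause stays open. Against random lists matched on gene length as well, with 5 length bins in each expression bin, its percentile was 100, which argues against gene length bias. A higher level of cartilage genes after *atg5* knockdown may be the reason, as a hypothesis from 1 library, and a departure of the 5MO pool for other reasons was not tested.

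Cell cycle genes were higher in 5MO, with a median of 0.47 over 21 genes, and lower in 5mRNA, with -0.21 at percentile 0.45. In 5MO against 5mRNA the median was 0.66, which argues against a departure of the WT library as the whole cause. The p53 genes had a median of -0.17 in 5MO against WT, with an interval from -0.27 to -0.03, of -0.02 at percentile 38.1 in 5mRNA against WT, and of -0.0023 at percentile 51.2 in 5MO against 5mRNA. Against WT, 5 of the 13 genes fell and 2 rose beyond their counting interval in 5MO, as 4 fell and 5 rose in 5mRNA. *cdkn1a* had 218 reads in WT, 111 in 5MO and 111 in 5mRNA. The members go both ways, and p53 activation by the morpholino stays open. p53 activation would also be expected to lower cell cycle genes and not to raise them. A developmental delay of the 5MO larvae could raise cell cycle genes and lower genes of maturing organs. In 5MO against WT the exocrine pancreas list had a median of 0.036 at percentile 79.4. The lens list had -0.10 at percentile 12.4 and the photoreceptor list -0.13 at percentile 2.61. None lay within 0.5% of either end of the random lists, so these lists do not decide. Delay and an effect on the cell cycle itself cannot be told apart.

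Autophagy genes were lower in 5MO, with a median of -0.23 over 31 genes, of which 25 were lower and 16 of these beyond their counting interval. Of the list, *atg3*, *atg5*, *becn1*, *map1lc3b* and *sqstm1* also have primers in Table 1. In 5mRNA against WT the median was 0.04. The median in 5MO against 5mRNA was -0.23, which argues against a departure of the WT library as the whole cause. A lower transcript level of these genes after *atg5* knockdown may be involved, as a hypothesis, and a departure of the 5MO pool was not tested.

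In 5mRNA, exocrine pancreas genes were higher than in WT, with a median of 0.39 over 16 genes, and lens genes lower, with -0.33 over 14 genes. In 5MO against 5mRNA the medians were -0.31 and 0.33, which argues against a departure of the WT library as the whole cause. A difference in stage or in the make-up of the pool of the 5mRNA library was not tested.

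Stress response genes were lower in 5mRNA, with a median of -0.39 over 16 genes, and near WT in 5MO, with -0.02. In 5MO against 5mRNA the median was 0.089 at percentile 87.5, so a departure of the WT library and one of the 5mRNA library cannot be told apart.

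The 33 rows that name no gene hold 35.8% of the RPKM sum of WT and stand outside the values the paper shows. Their values are whole multiples of a step of 2780 reads of the WT library, and as such they would come from a read total of 7015. This is consistent with these rows having been scaled to their own read total, so their values are not comparable to those of the other genes. No biological explanation was tested.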

How the results depend on the processing

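The main results kept their direction under every alternative fixed in advance. The median log2 ratio between 5MO and WT ranged from 0.04 to 0.07 for the Hh genes of Fig. 1B, from 0.29 to 0.57 for the osteoblast genes of the text, from 0.24 to 0.43 for those of Fig. 4A and from 0.28 to 0.36 for the col family, and the log2 ratio of *atg5* from -0.24 to -0.21. The exception among settings chosen after seeing the data is the bmp family, whose median of 0.17 was -0.034 when values under 3 reads were raised to that number before the filter on mean RPKM, 0.05 when they were raised after it, and 0.21 with any letters after the number, the match that was computed first. The match on the letters a or b was settled after that value had been seen. The setting that gave -0.034 adds genes with few reads in every library. It sets genes at or under the floor to nearly the same value in each library by construction, so its change of sign is not evidence of a fall.

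A pseudocount of 1 pulled low genes toward 0 by its construction. The median fell to 0.28 for the col family, 0.29 for the osteoblast genes of the text and 0.24 for those of Fig. 4A. The number of genes at least 2-fold higher went from 210 to 47 in 5MO and from 204 to 50 in 5mRNA, and the number at least 2-fold lower from 324 to 166 in 5MO and from 315 to 166 in 5mRNA. With a mean RPKM of at least 0.1 in place of 1, which admits genes with few reads, 875 genes were higher and 973 lower in 5MO, and 896 and 909 in 5mRNA. With a mean of at least 5 there were 22 and 97 in 5MO, and 36 and 96 in 5mRNA. The share of genes changed in the same direction in both injected libraries went from 62.3% to 63.2% without a filter, and the cause was not tested.

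Of 129 other results, 28 moved under some setting. For a gene or list, this means that the value left its counting interval. The 28 include the numbers of genes at least 2-fold higher and lower in 5MO against 5mRNA, which have no counting interval. Over the settings, the value moved closer to 0 in 29 cases and farther from it in 5. The sign changed for 7 genes and lists. Besides the bmp family they were *alpl* (0.0053 with RPKM rescaled to the same sum), the bmp family in 5MO against 5mRNA (0.16 without a filter and 0.10 with any letters), *bmp10* (-0.04 with values raised to 3 reads), the muscle list in 5mRNA (-0.0060 and -0.01 under the scalings), other osteoblast genes in 5mRNA (-0.05 with a mean RPKM of at least 1 and with raised values) and the p53 list in 5MO against 5mRNA (0.02 with RPKM rescaled). All of these lie near 0 or rest on few reads. For *bmp10* the raised values stand for the same 3 reads in both libraries, so its change of sign follows by construction.

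No paired analysis was possible because each condition has 1 library, and for the same reason no library could be left out. Genes with few reads, such as *runx2a*, *bmp10* and *sp7*, are limited by depth. The floor of 3 reads stands for 0.154 reads per 1000000 in WT.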

Differences from the paper's values

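The paper's Fig. 4B gives mRNA levels by qPCR, another assay than RNA-seq, and its values were read by eye. The RNA-seq values here are ratios of RPKM + 0.1 between the 5MO and WT libraries. For *sp7* the paper's value is about 5.4 in Fig. 4B and the RNA-seq value was 1.57. None of the alternatives set before the data were examined closed this gap, and their values ran from 1.15 to 1.80. For *bmp2* the paper's value is about 1.6 in Fig. 4B. The RNA-seq value was 0.811 for *bmp2b*, and none of the alternatives set before the data were examined closed this gap, while that of the paralog *bmp2a*, 1.25, does not differ under the same rule. For *alp* the paper's value is about 1.5 in Fig. 4B and the RNA-seq value of *alpl* was 0.996. With each library rescaled to the same RPKM sum it was 1.0036, which falls just within the limit of 1.5 times, and with the other alternatives set before the data were examined it did not.

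The paper states that *bmp2* and *alp* rose at the transcription level in 5MO. In the RNA-seq, *bmp2b* had a ratio of read shares of 0.808 with a counting interval from 0.647 to 1.01, and *alpl* one of 0.996. Of the other genes that the paper states to have risen, *runx2a* was higher with a counting interval that includes 1, and *bmp10* had an RPKM of 0.106 in WT and 0.304 in 5MO, from 1 and 3 recovered reads or a whole multiple of them, with a counting interval that includes 1 at the recovered numbers.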

Other observations

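The tests in this part were chosen only after the result was seen, except the one matched on gene length.

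The osteoblast genes of Fig. 4A were higher in 5MO than in 5mRNA by a median of 0.32, which argues against a departure of the WT library as the whole cause of their increase. The paper shows these genes from the same 5MO library, so their choice can itself raise this median, and the argument is weak. Against lists matched on gene length as well as expression their percentile was 100, which argues against gene length bias. The 19 genes outside the col family stood at percentile 96.3 with a median of 0.22, so whether col and cartilage genes alone may carry the increase stays open.

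In the heat map of Fig. 4A, the colour of 70 cells for 35 genes ranked with the recovered reads at a Spearman's rho of 0.992 and with RPKM at 0.956. This is consistent with a heat map of read numbers not scaled for gene length. The recovered reads are the smallest whole numbers that fit. *bmp10* in 5MO, with 3 recovered reads, has a colour between those of *runx2b* with 7 and with 10 reads, and in WT, with 1, the colour of *runx2a* with 3, so its true reads may be a larger multiple. For *col7a1l* in 5MO, with 107 recovered reads, the colour ranks above that of *runx3* in WT, with 203. For *col5a2b* in 5MO, with 26, it ranks above that of *bmp8a* in 5MO, with 51. The true reads of these genes may be larger multiples too. Counting intervals would be narrower at a larger multiple, so the number of Fig. 4A genes past their interval may depend on this. The cells are of genes in 2 libraries and are not independent replicates.

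In the library labelled 5mRNA, against WT, the median log2 ratio was 0.04 for the Hh genes of Fig. 1B, 0.06 for the osteoblast genes of the text at percentile 69.6, 0.13 for those of Fig. 4A at percentile 98.1, 0.17 for the bmp family and 0.06 for the col family. In 5MO against 5mRNA it was 0.60 for the osteoblast genes of the text, 0.35 for the col family, 0.02 for the Hh genes of Fig. 1B and -0.07 at percentile 31.7 for the bmp family, with 6 genes higher and 6 lower. The bmp family was thus not higher in 5MO than in 5mRNA in the main setting, and its sign in this comparison changes under 2 settings, to 0.16 without a filter and 0.10 with any letters after the number.

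Of the remaining lists, in 5MO against WT the median was 0.02 for muscle genes, 0.14 for other osteoblast genes at percentile 88.8, 0.10 for the genes with primers in Table 1 at percentile 88.1 and -0.13 for photoreceptor genes at percentile 2.61. In 5mRNA against WT it was 0.0023 for muscle, 0.02 for other osteoblast genes, 0.03 for the genes of Table 1, -0.08 for photoreceptor genes and 0.03 for leukocyte genes.

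In 5MO, 210 genes were at least 2-fold higher and 324 at least 2-fold lower than in WT, and in 5mRNA 204 and 315, of 19172 genes. The same genes account for many of them, 140 lower in both and 75 higher in both, against 3 and 4 that changed in opposite directions. Both comparisons share the WT library. Simulated unchanged libraries that share a control gave on average 3.21 genes lower in both with counting noise alone, 5.47 with Gaussian noise of SD 0.175 added and 55.2 with noise drawn from the differences between 5MO and 5mRNA, a model adopted after the Gaussian one had been seen to lack the observed tails. For genes higher in both they gave 8.92, 13.6 and 56.4. Over all 23709 genes, 62.3% changed in the same direction, with Pearson's r of 0.54 and Spearman's rho of 0.40 across genes, which are not independent replicates. The simulations gave from 66.7% to 67.4%, with r from 0.50 to 0.52 and rho from 0.46 to 0.48, so the share and rho are no larger than a shared control alone gives, and r is larger by little.

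The largest decreases in 5MO against WT were those of *ifit15*, *rsad2*, *ifit14*, ENSDARG00000039243 and *si:ch211-276k2.2*, and the largest increases those of *si:ch211-226f24.4*, *cenpk*, *mkrn2*, *si:dkey-18p12.4* and *si:dkey-58f10.12*. *si:ch211-226f24.4* is listed at 0 in WT, and had 45 reads in 5MO and 19 in 5mRNA. In 5mRNA against WT the largest decreases were those of *rsad2*, *ifit15*, *ifit14*, *si:dkey-188i13.9* and *si:dkey-161l11.72*, the last of which had 1 recovered read in WT and 0 in 5mRNA. The largest increases were those of *bhlha9*, from 24 to 149 reads, *si:ch211-226f24.4*, *si:dkey-208m12.2*, *si:dkey-58f10.12* and *si:dkey-6a5.11*.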
